A study of Homo sapiens with 2 samples. Its data were reported in "The dual role of POSTN in maintaining glioblastoma stem cells and the immunosuppressive phenotype of microglia in glioblastoma" (2024).

How the data were processed

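RNA-seq was performed on HMC3 cells, an established human microglial cell line, that had received either PBS (the vehicle) or recombinant human periostin (rhPOSTN), a matricellular protein that binds integrins. The study gives a single dose and duration for this treatment, so responses at other times were not measured. Each group comprised 3 libraries, numbered 1 to 3, and the groups were taken from the treatment label. Neither the labels nor the methods say that the libraries of a group came from separate cultures, so the p-values measure only the spread between these libraries, which may be technical.

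According to the study's methods, the authors enriched mRNA with oligo(dT) beads and built libraries with the KAPA Stranded RNA-Seq kit, which marks the strand. The labels also name rRNA depletion as an alternative to poly(A) selection. Adapters were removed with Cutadapt, reads were aligned with HISAT2, abundance was estimated with StringTie against an official annotation, and Ballgown gave values per gene. The submitters' processing notes name GRCh37, and all coordinates below are those of the deposited tables on that build. Tool versions and whether the abundance estimates used the strand are not given in the sources used here. The deposited values are FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library), 1 value per gene and library. The table of the rhPOSTN group names no unit in its header, and FPKM was taken from the table of the PBS group and the methods. StringTie divides reads among the transcripts that could have produced them, so a value of a gene that shares sequence with another gene can move without any change in the number of reads. The tables held the same 11943 protein-coding genes in both groups, and 0 columns of per-sample values were left unused. FPKM keeps no read counts, so the depth of each library is unknown and no counting interval is given.

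All further steps were computed from these values. FPKM values were analysed as log2(FPKM + 1), and every log2 difference below is rhPOSTN minus PBS on this scale, which understates the change of low genes. Genes with a mean FPKM of at least 1 in at least 1 group were tested, which left 10982 genes. The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend, no covariate), and p-values were adjusted with the Benjamini-Hochberg method at a threshold of 0.05. For CD70 an exact two-sided permutation test was added, whose smallest possible p for 3 libraries against 3 is 0.1. The procedure was tested on simulated data drawn with the mean and spread of the same 10982 genes and the spread of each library, in which 200 genes were changed. It recovered 12% of the genes changed by 0.5 on the log2 scale and 66% of those changed by 1. Of those changed by 1.5 and by 2 it recovered 82% and 90%, with 7 false calls. The simulated noise was normal and independent between genes, and the adjusted threshold is stricter when fewer genes change. These shares therefore need not hold for the real libraries, and few calls there do not mean few changes.

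Before the data were examined, 30 gene lists were written from general knowledge, after the text and figures of the study had been read. They covered the pathway the study names (integrins, PI3K and AKT, NF-kB, T cell costimulation), stress and metabolic programmes, markers of other cell types and technical groups. Of their 681 entries, 565 matched a listed gene by symbol or by an older symbol, and the rest were not analysed here. POSTN itself and TMEM119 were not analysed here. The 25 lists with at least 5 tested members were compared with all other tested genes by camera (limma) with its preset inter-gene correlation of 0.01, adjusted over the lists. Camera with an estimated correlation and fry, which tests each list against no change and not against other genes, were also run. The rule for named genes was also fixed beforehand. It takes POSTN, CD70, ITGAV, ITGB3, AKT1, NFKB1, RELA, FOSL1 and TMEM119, up to 12 genes per direction that pass the threshold without overlap of the groups (filled up by the smallest unadjusted p, with the miss stated), the 2 members with the largest difference in each direction of each list that is described, and every tested member of the list of T cell costimulation and checkpoint ligands. Of the lists described member by member, 4 are there because they passed camera and 5 because they cover the pathway the study names.

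Alternatives chosen before the data were examined were pseudocounts of 0.1 and 5, no filter and a filter at 5 FPKM, rescaling of the libraries to the same sum, scaling by the median of ratios, limma without the trend or with robust hyperparameters, the library number as a block, and each library left out in turn. A restriction to protein-coding genes removed no gene, since all listed genes were of that type. Library weights, removal of a smooth curve of GC content and transcript length (natural splines with 4 degrees of freedom each), that removal without PBS library 3, and omission of genes that overlap another gene on the same strand were added after the data had been seen. GC content, transcript length and transcript number came from GENCODE 29, matched by Ensembl gene identifier for 99.5% of the genes. No coordinates were taken from that release. The results of 2 genes without PBS library 3 are not reported here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the remaining steps.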

Results

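To describe the response of microglia to periostin, the transcriptome of HMC3 cells was measured in 3 libraries after PBS and in 3 libraries after rhPOSTN. The summed FPKM per library ranged from 184122 to 195494, and the median gene lay between 5.76 and 6.41 FPKM. PBS library 3 stood apart from the other 5 libraries. Its correlation with them across genes ranged from 0.926 to 0.949, whereas the 10 pairs among the other 5 libraries ranged from 0.977 to 0.985. The 13 mitochondrially encoded genes made up 1.48% of the summed FPKM in PBS library 3, 7.02% and 7.36% in PBS libraries 1 and 2, and 4.95%, 5.56% and 7.77% in rhPOSTN libraries 1, 2 and 3. The first principal component held 60.1% of the variance and separated PBS library 3 from the rest. PBS library 3 correlated better with rhPOSTN libraries 1 and 2 (0.945 and 0.949) than with PBS libraries 1 and 2 (0.932 and 0.927), and rhPOSTN library 3 better with PBS libraries 1 and 2 (0.983 and 0.984) than with rhPOSTN libraries 1 and 2 (0.979 and 0.980).

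**Figure D1:**
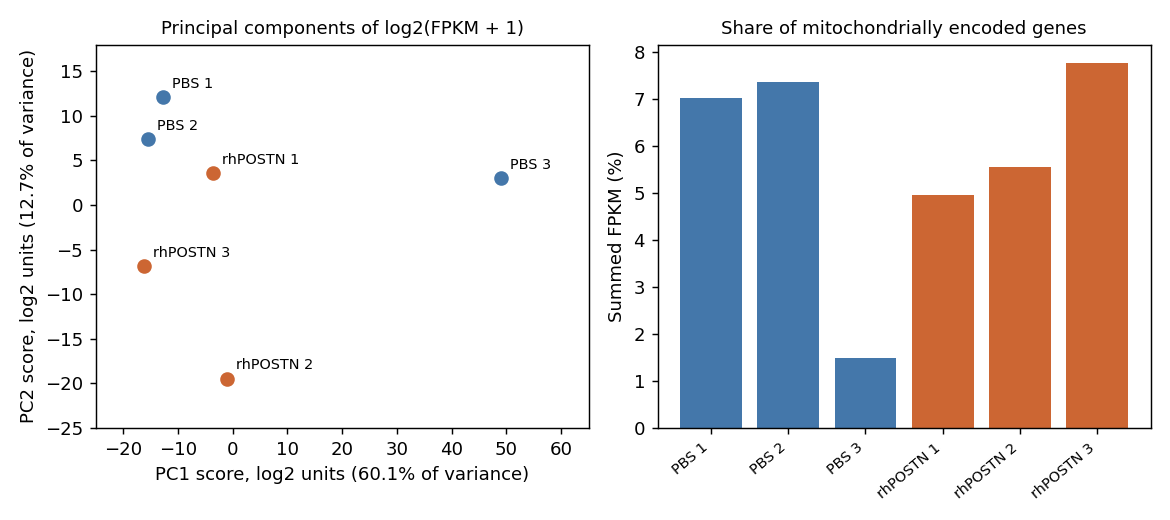
Left, scores of the 6 libraries on the first 2 principal components of log2(FPKM + 1), in log2 units, with the share of variance on each axis. Right, share of the summed FPKM taken by mitochondrially encoded genes in each library, in percent. PBS library 3 lies far from the other 5 libraries on the first component, which holds 60.1% of the variance, and has the lowest mitochondrial share, 1.48%.

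The comparison of rhPOSTN with PBS asks which genes of microglia respond to periostin. Two-group testing with limma found 2 genes that rose after rhPOSTN, AL132780.3 and TIGD1, and 0 that fell. AL132780.3 (ENSG00000259132.1_4, chromosome 14 from 23415479 to 23451467, minus strand) was listed at 0 in all 3 PBS libraries and at 17.2, 18.03 and 15.03 FPKM in rhPOSTN libraries 1, 2 and 3 (limma adjusted p = 9.2e-05). AL132780.3 overlaps HAUS4 and AJUBA on the same strand, so its reads cannot be cleanly separated from theirs. TIGD1, a gene derived from a DNA transposon (ENSG00000221944.6_3, chromosome 2 from 233412678 to 233415302, minus strand), was at 0.373, 0.379 and 0 FPKM in the PBS libraries and at 4.40, 4.63 and 4.12 FPKM in the rhPOSTN libraries. Its difference of 2.12 ± 0.15 (SE) on the log2 scale passed the threshold with a limma adjusted p of 0.0237, and values from 0.000172 to 0.72 over the alternatives. TIGD1 overlaps EIF4E2 on the opposite strand, and whether the abundance estimates used the strand is not given. At an unadjusted p under 0.05 limma found 353 genes, 269 higher and 84 lower, where chance alone gives about 549.1 of the 10982 tested. Scaled by the median of ratios, 150 genes were higher and 166 lower at that unadjusted p. This count depended on PBS library 3, without which 776 genes were higher and 272 lower. With library weights 1280 were higher and 505 lower. Those weights were 5.68, 1.39 and 0.084 for PBS libraries 1, 2 and 3, so the weighted PBS values rest mainly on PBS library 1. For the rhPOSTN libraries they ran from 0.97 to 1.54. The groups did not overlap in 1285 genes, or 11.7% of those tested, while chance gives 10%.

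Single libraries decided these counts. AL132780.3 passed the threshold whichever library was left out, whereas TIGD1 missed it without PBS library 1 or 2, without any 1 of the rhPOSTN libraries, with a pseudocount of 0.1, when the libraries were rescaled to the same sum and with the library number as a block. Beside AL132780.3, AC020915.6 was higher without PBS library 1, and SMIM3 was higher and AC010441.1 lower without PBS library 2. Without rhPOSTN library 1, 2 or 3, AL132780.3 was the 1 gene called. Without PBS library 3, limma called 7 genes higher and 4 lower. The 7 were AL132780.3, TIGD1, SLC39A1 (a zinc transporter), MOB4, TSN, GABARAPL2 and NAA30, and the lower ones included CAP1, FRS2 and RAB4B-EGLN2. AC020915.6, SMIM3, AC010441.1, SLC39A1, GABARAPL2, CAP1, FRS2 and RAB4B-EGLN2 are named here after their values had been seen. AC020915.6 and RAB4B-EGLN2 overlap other genes on the same strand, and SMIM3 and AC010441.1 overlap each other, so that their values are uncertain. In several of them PBS library 3 lay close to the rhPOSTN libraries. SLC39A1 was at 5.55 and 5.98 FPKM in PBS libraries 1 and 2, at 34.1 in PBS library 3 and at 28.6 to 35.8 after rhPOSTN. CAP1, an actin regulator, was at 81.5 and 83.5 FPKM in PBS libraries 1 and 2, at 53.5 in PBS library 3 and at 42.0 to 45.7 after rhPOSTN.

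The next genes by p missed the adjusted threshold in all 6 libraries together, and their values are given without a call. NAA30, a catalytic subunit of an N-terminal acetyltransferase, was at 2.72 ± 0.0704 FPKM (SD, n = 3) after PBS and 6.26 ± 0.335 after rhPOSTN, a log2 difference of 0.96 ± 0.10 (SE; limma adjusted p = 0.152). TSN, a nucleic acid binding protein, was at 13.9 ± 3.22 and 37.0 ± 5.03 FPKM (log2 difference 1.36). MOB4 was at 7.33 ± 2.19 and 18.9 ± 1.31 FPKM (log2 difference 1.29), and SNURF, encoded in the imprinted SNRPN locus, at 0.720 ± 0.425 and 3.82 ± 1.14 FPKM (log2 difference 1.48). For COPS7A, a subunit of the COP9 signalosome, the means were 7.05 and 13.6 FPKM. MANBAL had means of 18.04 and 34.4 FPKM, GOLGA7 of 15.8 and 25.8, and CLGN, a chaperone of the endoplasmic reticulum, of 6.23 and 9.74. IL20RB, a cytokine receptor subunit, had means of 5.85 and 9.29 FPKM, and ALPP, the placental alkaline phosphatase, of 0.477 and 1.10 FPKM.

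On the lower side, the smallest p belonged to SPHK1, the kinase that forms sphingosine 1-phosphate, with 18.4 ± 0.797 FPKM (SD, n = 3) after PBS and 6.41 ± 1.24 after rhPOSTN, a log2 difference of -1.40 ± 0.15 (SE; limma adjusted p = 0.152). MRPL43, a mitochondrial ribosomal protein, was at 8.99 ± 1.09 and 3.87 ± 0.579 FPKM (log2 difference -1.04), and RTL10, a gene derived from a retrotransposon, at 4.39 ± 0.516 and 1.48 ± 0.378 FPKM (log2 difference -1.13). PTX3, a secreted pattern recognition molecule, had means of 58.5 and 36.3 FPKM, and ADAMTS1, a secreted metalloprotease, of 56.3 and 41.2 FPKM. For SRP14, a subunit of the signal recognition particle, the means were 85.6 and 63.3 FPKM. CPA4, a carboxypeptidase, had means of 24.1 and 15.1 FPKM, GPN3 of 21.3 and 13.7, and AAGAB of 18.9 and 11.04. BORA, a mitotic activator of Aurora A, had means of 6.65 and 3.96 FPKM, KIAA0408 of 1.68 and 0.519, and ANGPTL4, a secreted inhibitor of lipoprotein lipase, of 2.56 and 1.27. Limma adjusted p-values of the genes without one here ranged from 0.373 to 0.951. MOB4, SNURF, IL20RB, RTL10 and KIAA0408 overlap another gene on the same strand and MOB4, SPHK1, MRPL43, GPN3 and BORA overlap one on the opposite strand, so that their values are uncertain.

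CD70 is a ligand of the TNF family that binds CD27 on T cells, and the study chose it from this comparison, so that its p is not independent evidence. CD70 (ENSG00000125726.10_3, chromosome 19 from 6583194 to 6604114, minus strand) was at 15.5, 16.6 and 10.2 FPKM in PBS libraries 1, 2 and 3 and at 20.9, 22.0 and 21.5 FPKM in the rhPOSTN libraries. The means were 14.1 ± 3.40 and 21.5 ± 0.59 FPKM (SD, n = 3), a 1.52-fold difference, and all 3 rhPOSTN libraries lay above all 3 PBS libraries. The log2 difference of 0.60 ± 0.18 (SE) did not pass the threshold over all genes (limma adjusted p = 0.951), and the exact permutation test gave p = 0.1, the smallest it can give with 3 libraries against 3. Without PBS library 3 the log2 difference was 0.40 ± 0.07 (SE; limma adjusted p = 0.305), and over all alternatives the adjusted p ranged from 0.0815 to 1.00.

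Of the 13 tested T cell costimulation and checkpoint ligands, 0 passed the limma threshold over all genes and 0 when adjusted over the list alone, and 3 had an unadjusted p under 0.05, all 3 with higher values after rhPOSTN (CD70, TNFSF9 and VSIR). Without PBS library 3, 2 members (CD70 and VSIR) passed when adjusted over the list alone and 0 over all genes, and 3 higher (CD70, TNFSF9 and VSIR) and 1 lower (CD274) had an unadjusted p under 0.05. TNFSF9, the ligand of 4-1BB, was at 11.5 ± 1.41 FPKM after PBS and 15.6 ± 1.42 after rhPOSTN (SD, n = 3), and VSIR, the checkpoint molecule VISTA, was at 3.22 ± 0.103 and 4.45 ± 0.192 FPKM. CD274, which encodes PD-L1, was at 7.03, 7.06 and 2.73 FPKM in the PBS libraries and at 1.37, 5.18 and 1.63 FPKM in the rhPOSTN libraries. Its neighbour PDCD1LG2 (PD-L2) had means of 6.02 and 6.75 FPKM. Means after PBS and rhPOSTN were 4.78 and 3.76 FPKM for CD276, 20.6 and 20.2 for CD40, 12.4 and 14.5 for PVR, 22.3 and 21.9 for NECTIN2, 2.15 and 1.88 for LGALS9, 8.22 and 8.84 for CD47 and 7.67 and 9.25 for CD58. HLA-E, the most abundant of the list, had means of 175 and 166 FPKM. The log2 difference turned without PBS library 3 from 0.20 to -0.12 for PDCD1LG2, from 0.40 to -0.13 for CD58, from -0.0092 to 0.13 for NECTIN2 and from -0.043 to 0.17 for HLA-E, and went from -0.0082 to -0.16 for CD40, from 0.22 to 0.35 for PVR and from 0.095 to 0.032 for CD47. PVR overlaps CEACAM19 on the same strand, so its values are uncertain. As a group the list missed the camera threshold (adjusted p = 0.513), and its mean log2 difference was 0.08 with all libraries and -0.01 without PBS library 3.

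**Figure D2:**
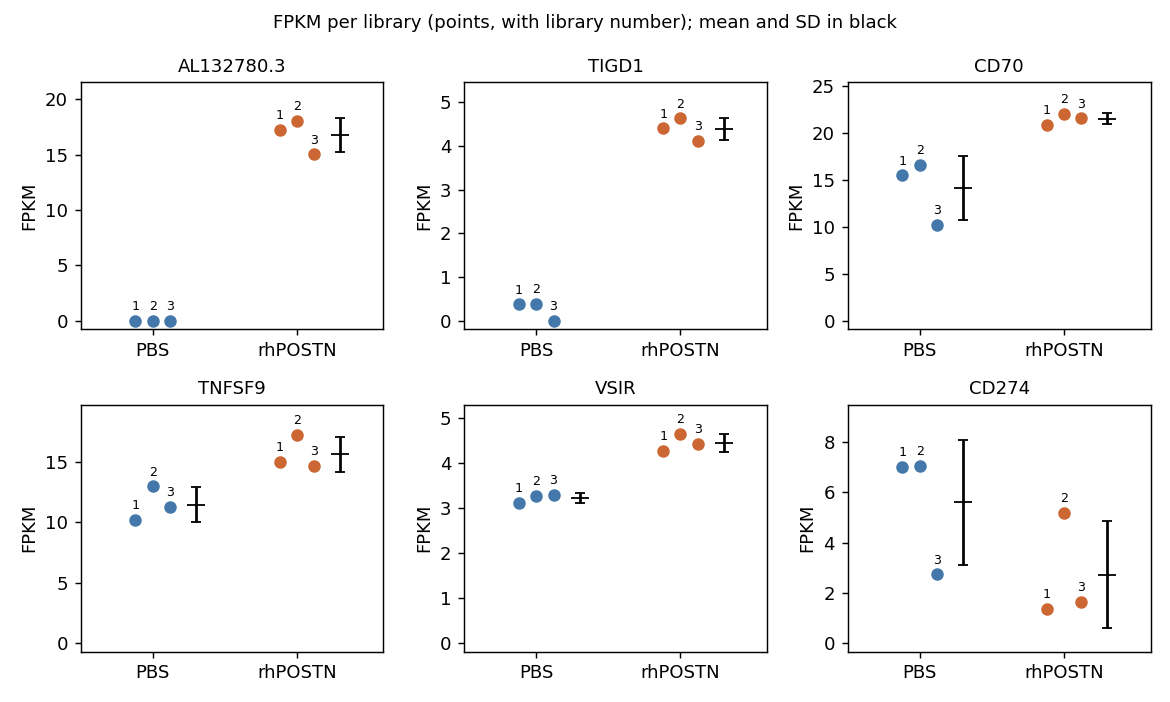
FPKM per library (vertical axis, linear, starting near 0) of AL132780.3, TIGD1, CD70, TNFSF9, VSIR and CD274 in the PBS (blue) and rhPOSTN (orange) groups, with library numbers above the points. Black marks show the mean and SD of 3 libraries, left out where a library is listed at 0. CD70 reached 10.2 to 16.6 FPKM after PBS and 20.9 to 22.0 FPKM after rhPOSTN.

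The pathway that the study places upstream of CD70 runs from the integrin αVβ3 through PI3K and AKT to NF-kB. The study tested it by phosphorylated AKT and p65, nuclear p65, inhibitors, knockdown of p65 and binding of p65 at the CD70 promoter. The mRNA values of its components below do not measure that activity, so they neither bear it out nor speak against it. ITGAV and ITGB3, which encode the integrin subunits, were at 29.9 ± 6.53 and 6.96 ± 0.872 FPKM after PBS and at 33.3 ± 3.24 and 6.77 ± 1.504 FPKM after rhPOSTN (SD, n = 3). AKT1 was at 10.2 ± 2.37 and 8.65 ± 1.25 FPKM, NFKB1 at 10.2 ± 0.532 and 9.51 ± 0.342, and RELA (p65) at 10.5 ± 2.75 and 9.95 ± 2.23. FOSL1 was at 34.4 ± 7.36 and 36.3 ± 3.08 FPKM. The study places FOSL1 downstream of β-catenin in glioblastoma stem cells, so it is no part of the pathway above. These 6 genes missed the limma threshold, with adjusted p-values from 0.951 to 0.976. For ITGAV the log2 difference turned from 0.17 to -0.016 without PBS library 3, and for FOSL1 from 0.092 to -0.052, while it went from -0.046 to -0.12 for ITGB3, from -0.20 to -0.030 for AKT1 and from -0.054 to -0.26 for RELA. In the list of integrins and periostin 0 of 14 tested members passed, over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05 (camera adjusted p = 0.513). ITGB8 and PTK2 (focal adhesion kinase) had the largest positive log2 differences, 0.58 and 0.18, and PXN (paxillin) and ITGB1 the largest negative ones, -0.23 and -0.18. This order depended on PBS library 3, without which the differences were 0.36 for ITGB8, 0.12 for PTK2, -0.29 for PXN and -0.12 for ITGB1, while ITGA3 went from 0.16 to 0.36 and ITGA5 from -0.057 to -0.19. ITGA3 and ITGA5 were chosen after their values had been seen. Among 22 PI3K and AKT pathway components 0 passed, over all genes or adjusted over the list alone, with 2 at an unadjusted p under 0.05. PIK3CD, which overlaps CLSTN1 on the opposite strand, and FOXO3 had differences of 0.45 and 0.44, and AKT1 and RPTOR of -0.20 and -0.14, which went to -0.030 and -0.053 without PBS library 3. The mean of this list was 0.16 with all libraries and 0.07 without PBS library 3, in which its median lay 0.32 below PBS libraries 1 and 2 (camera adjusted p = 0.134).

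Among 18 NF-kB pathway components 0 passed, over all genes or adjusted over the list alone, with 1 at an unadjusted p under 0.05. That gene, NFKBIA, the inhibitor that NF-kB itself induces, was at 20.4 ± 3.58 FPKM after PBS and 30.0 ± 2.71 after rhPOSTN (SD, n = 3; log2 difference 0.55, limma adjusted p = 0.951), and TRAF6 had a difference of 0.20. TRAF2 and TAB2 had the largest negative differences, -0.18 and -0.16. TRAF6 turned to -0.093 and TRAF2 to 0.19 without PBS library 3, and TAB2 went to -0.39. The median of the components lay 0.32 higher in PBS library 3 than in PBS libraries 1 and 2. Among 29 NF-kB target genes 0 passed, over all genes or adjusted over the list alone, with 1 (NFKBIA) at an unadjusted p under 0.05. Without PBS library 3, 4 passed when adjusted over the list alone and 0 over all genes, NFKBIA and TNFAIP2 with higher and NFKBIZ and CXCL1 with lower values after rhPOSTN, and 2 higher and 3 lower had an unadjusted p under 0.05. TNFAIP2, NFKBIZ and CXCL1 were chosen after their values had been seen. The omitted PBS library 3 was at 5.89 FPKM for TNFAIP2, above the rhPOSTN values (3.84 to 4.54). For NFKBIZ it was at 4.02 FPKM, below the rhPOSTN values (4.59 to 5.08). For CXCL1 it was at 67.1 FPKM, between the rhPOSTN values (58.8 to 65.7) and PBS libraries 1 and 2 (77.3 and 82.9). For NFKBIA it was at 23.5 FPKM, below the rhPOSTN values (28.03 to 33.1), as were the other PBS libraries. CSF3 had means of 5.36 and 7.85 FPKM and a log2 difference of 0.56, which was 0.33 without PBS library 3, and its groups overlapped, with 8.50 FPKM in PBS library 1 and 6.99 to 8.64 after rhPOSTN, while IL32 and CXCL2 had differences of -0.36 and -0.28. IL32 was at 43.04 FPKM in PBS library 3 and at 15.3 to 21.3 FPKM in the other 5 libraries, and its difference turned to 0.068 without PBS library 3. Both lists missed the camera threshold (adjusted p = 0.776 for the components and 0.345 for the targets).

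A total of 4 groups of genes were lower after rhPOSTN relative to all other genes by camera with its preset correlation, although with all 6 libraries 0 of their members passed singly, over all genes or adjusted over the list alone. They were hypoxia and glycolysis genes, interferon stimulated genes, extracellular matrix genes, and ATF4 and unfolded protein response genes. These calls did not hold with an estimated correlation, which gave a camera adjusted p = 0.0695 for each of the first 3 lists and 0.407 for the ATF4 list. The estimates were -6.5e-05, -0.013 and -0.023 for the first 3 lists, below the preset 0.01, and 0.13 for the ATF4 list. A higher correlation between members thus did not remove the first 3 calls. With the preset, camera takes its degrees of freedom from the number of genes, and with an estimate from the few residual ones of the 6 libraries. The small p-values of the preset therefore do not carry the uncertainty of 3 libraries against 3. With the estimated correlation 3 lists had an unadjusted camera p under 0.05. Fry, which tests each list against no change and not against other genes, called 0 lists, with 5 at an unadjusted p under 0.05. Camera called 7 lists without PBS library 3, 3 of these 4 among them, and 0 with an estimated correlation. The median log2 difference of all tested genes was 0.06, and the differences below are to be read against it.

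In the list of hypoxia and glycolysis genes, 18 of 24 tested members had a negative log2 difference, with a mean of -0.16 (camera adjusted p = 4.8e-06; 3 members at an unadjusted p under 0.05), and -0.13 without PBS library 3. The largest negative differences were those of ANGPTL4 (-0.64) and CA9 (-0.62), a carbonic anhydrase that was at 1.23, 1.14 and 2.89 FPKM after PBS and 0.838, 0.713 and 0.638 FPKM after rhPOSTN and had a difference of -0.34 without PBS library 3. LDHA, lactate dehydrogenase, and VEGFA had the largest positive ones, 0.10 and 0.09, and both turned negative without PBS library 3 (-0.25 and -0.083). Of the 28 interferon stimulated genes 18 had a negative difference, with a mean of -0.10 (camera adjusted p = 2.1e-05; 1 member at an unadjusted p under 0.05), and -0.12 without PBS library 3. OAS2, an antiviral enzyme, was at 16.4 ± 4.39 FPKM after PBS and 11.1 ± 1.34 after rhPOSTN (SD, n = 3), and USP18, a negative regulator of interferon signaling, at 25.8 ± 6.05 and 19.1 ± 0.596 FPKM, with a log2 difference of -0.40 that was -0.22 without PBS library 3. IFITM1 and IRF9 had positive differences of 0.42 and 0.20, which went to 0.14 and -0.13 without PBS library 3. Without that library 9 members were lower and 1 was higher at an unadjusted p under 0.05, and 2 of the lower ones, OAS2 and OAS1, passed when adjusted over the list alone and 0 over all genes. OAS1 was chosen after its values had been seen. The omitted PBS library 3 was at 11.3 FPKM for OAS2 and 9.35 for OAS1, within or beyond the rhPOSTN values (9.61 to 12.2 and 10.5 to 11.6).

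Of the 20 tested extracellular matrix genes 15 had a negative log2 difference, with a mean of -0.14 (camera adjusted p = 7.3e-05; 3 members at an unadjusted p under 0.05), and -0.091 without PBS library 3. COL4A1 was at 27.2 ± 6.08 FPKM after PBS and 19.5 ± 1.99 after rhPOSTN (SD, n = 3), and TNC (tenascin C) at 37.4 ± 2.64 and 27.8 ± 5.76 FPKM, whereas LOXL1 and TIMP3 had positive differences of 0.25 and 0.15. When PBS library 3 was left out, the log2 difference went from -0.44 to -0.28 for COL4A1, to 0.11 for LOXL1 and to 0.096 for TIMP3. In the ATF4 and unfolded protein response list 19 of 24 members had a negative difference, with a mean of -0.11 (camera adjusted p = 0.000281; 0 members at an unadjusted p under 0.05). This call was lost without PBS library 3, where the mean was -0.023 (camera adjusted p = 0.144, and 0.000171 to 0.407 over all camera settings), and the median of this list lay 0.28 higher in PBS library 3 than in PBS libraries 1 and 2. HSPA5, the main chaperone of the endoplasmic reticulum, was at 1099, 1100 and 1741 FPKM in the PBS libraries and at 1067, 1082 and 958 FPKM in the rhPOSTN libraries, a log2 difference of -0.31 that was -0.089 without PBS library 3. CRELD2 was at 141 FPKM in PBS library 3 and at 42.3 to 61.5 FPKM in the other 5, and its log2 difference turned from -0.34 to 0.20 without PBS library 3. SLC7A11 and SLC7A5, amino acid transporters, had positive differences of 0.22 and 0.13, which turned to -0.044 and -0.072 without PBS library 3. Among the members named here, IFITM1 and IRF9 overlap another gene on the same strand and CA9, COL4A1 and CRELD2 overlap one on the opposite strand, so that their values are uncertain.

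**Figure D3:**
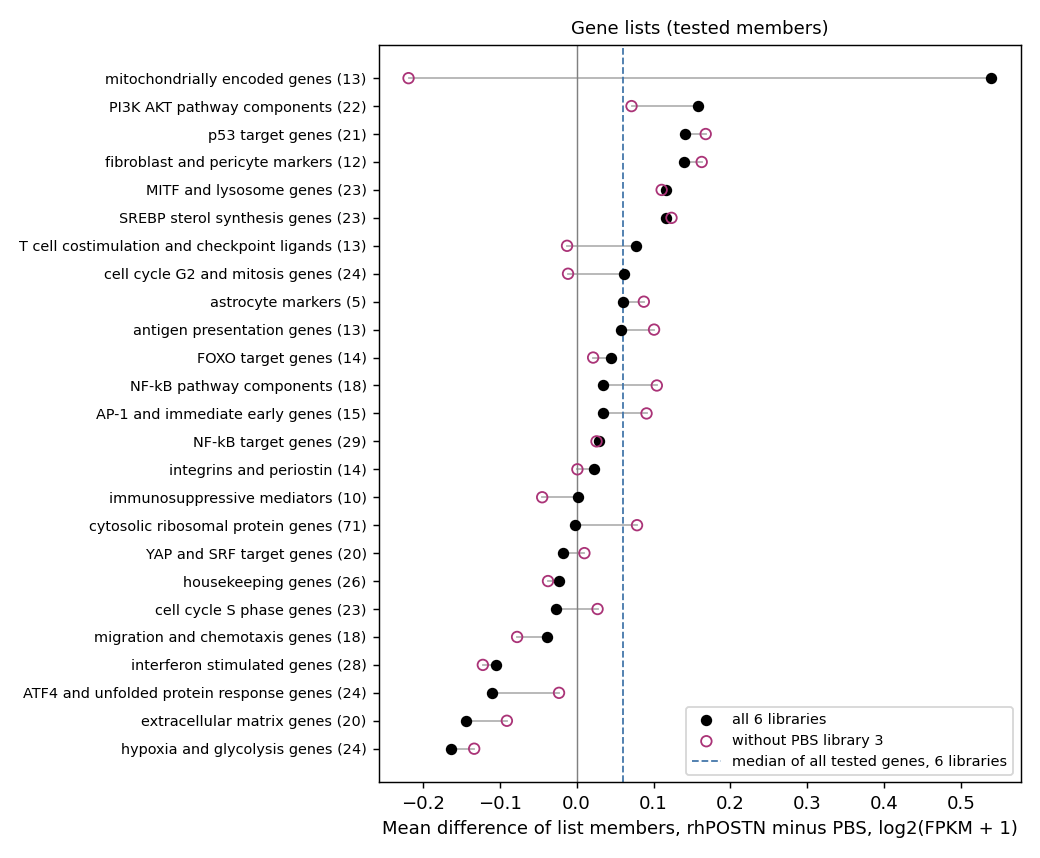
Mean log2(FPKM + 1) difference, rhPOSTN minus PBS, of the tested members of each of the 25 gene lists (horizontal axis; number of members in parentheses), with all 6 libraries (filled points) and without PBS library 3 (open points). The dashed line marks the median of all tested genes, 0.06. The mean of the mitochondrially encoded genes is 0.54 with all libraries and -0.22 without PBS library 3.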

Values the study reported

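By gene ontology, the study counted 6 immune cell terms (on proliferation or activation) among its 10 leading processes for rhPOSTN. Its candidate genes were 4 out of 30 with the strongest response, kept for their relation to POSTN in tumors. In separate experiments it reported more CD70 mRNA and CD70 protein in microglia after rhPOSTN.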

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

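Library weights, removal of the GC and length curve (alone or without PBS library 3) and omission of overlapping genes were chosen after seeing the data, and all other settings before. Number of genes higher (2 with all libraries): 1 with a pseudocount of 0.1, 1 with FPKM of at least 5, 1 when rescaled to the same sum, 1 with the library number as a replicate block, 1 with overlapping genes left out, 23 with library weights, 14 with the GC and length curve removed and without PBS library 3, and 1 to 7 when single libraries were left out. Number of genes lower (0 with all libraries): 14 with library weights, 6 with the curve removed and without PBS library 3, and 0 to 4 when single libraries were left out. Number of gene lists called by camera (4): 0 with an estimated correlation, and 4 to 8 when single libraries were left out. Fry, which asks another question (each list against no change, not against other genes), called 0. With FPKM of at least 5 TIGD1 was not among the genes tested, nor was AL132780.3 with overlapping genes left out. For the other differences the cause was not tested, and the remaining alternatives stayed within 1.5 times of these counts. A count model was not run because the values are not counts, and the settings for a single library per group did not apply. With the library number as a replicate block 0 genes were lower. Same-numbered libraries deviated from their group means with correlations of -0.04, -0.19 and -0.42 across genes, which gave no sign of a pairing by number. Deviations from the mean of a group depend on each other, and PBS library 3 had the widest ones, so a pairing cannot be excluded.

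AL132780.3 was past the threshold in 19 of the 19 alternatives that tested it (limma adjusted p 4.27e-06 to 0.0186) and TIGD1 in 11 of 19 (0.000172 to 0.72). The CD70 difference stayed positive in all 20 alternatives, from 0.33 to 0.72 on the log2 scale, and missed the threshold in each. Camera adjusted p-values of the list calls over all camera settings ran from 9.45e-07 to 0.0695 for hypoxia and glycolysis genes and for interferon stimulated genes, from 6.36e-06 to 0.0695 for extracellular matrix genes and from 0.000171 to 0.407 for ATF4 and unfolded protein response genes. Of the 71 named genes other than CD70, 15 that missed the threshold with all libraries passed it in at least 1 alternative, and 22 that missed it changed sign in at least 1. The cause was not tested. Weighted values rest, on the PBS side, mainly on PBS library 1. With library weights the log2 differences were -0.12 for FOSL1, -0.047 for SLC7A11, -0.051 for SLC7A5, 0.13 for CRELD2, -0.072 for TRAF6, 0.11 for TRAF2, 0.0064 for IL32, 0.096 for CD276, -0.067 for PDCD1LG2, 0.14 for NECTIN2, 0.17 for HLA-E, -0.013 for CD58, -0.17 for LDHA, -0.087 for VEGFA, 0.048 for ITGB1 and -0.077 for IRF9. With the curve removed and without PBS library 3 they were -0.12 for FOSL1, -0.0031 for SLC7A11, -0.13 for SLC7A5, 0.12 for CRELD2, -0.049 for TRAF6, 0.11 for TRAF2, 0.037 for IL32, -0.083 for PDCD1LG2, 0.081 for NECTIN2, 0.17 for HLA-E, -0.11 for CD58, -0.064 for LOXL1, -0.21 for LDHA, -0.058 for VEGFA and -0.15 for IRF9. With the curve removed alone, CD40 was at 0.032, NECTIN2 at 0.046 and HLA-E at 0.0018, and rescaled to the same sum CD40 was at 0.0084 and NECTIN2 at 0.0073. When single libraries were left out, the log2 differences ran from -0.016 to 0.28 for ITGAV, -0.19 to 0.083 for ITGB3, -0.26 to 0.094 for RELA, -0.052 to 0.25 for FOSL1, -0.044 to 0.38 for SLC7A11, -0.072 to 0.24 for SLC7A5, -0.62 to 0.20 for CRELD2, -0.093 to 0.35 for TRAF6, -0.39 to 0.19 for TRAF2, -0.39 to 0.074 for TAB2, -0.59 to 0.068 for IL32, -0.49 to 0.012 for CD276, -0.16 to 0.10 for CD40, -0.12 to 0.37 for PDCD1LG2, -0.10 to 0.13 for NECTIN2, -0.17 to 0.17 for HLA-E, -0.13 to 0.71 for CD58, -0.25 to 0.32 for LDHA, -0.083 to 0.20 for VEGFA and -0.13 to 0.44 for IRF9. Depth is unknown, so no limit from counting can be given.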

Other observations

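The tests of label swaps, of PBS library 3 for CD70 and of the GC and length curve as the whole cause were chosen after the results they concern had been seen.

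Among the lists not described above, 17 of 23 MITF and lysosome genes had higher values after rhPOSTN (mean log2 difference 0.12, camera adjusted p = 0.158). CTSD, the lysosomal protease cathepsin D, was at 39.8 ± 5.62 and 52.1 ± 2.56 FPKM (SD, n = 3). Of 23 SREBP and sterol synthesis genes 18 were positive (mean 0.12, adjusted p = 0.213), among them CYP51A1 with 36.7 ± 3.83 and 45.0 ± 0.677 FPKM. Of 21 p53 target genes 16 were positive (mean 0.14, adjusted p = 0.158). Among these, ZMAT3 was at 2.19 ± 0.465 and 4.03 ± 0.964 FPKM and the cytokine GDF15 at 20.2 ± 2.77 and 26.9 ± 2.78 FPKM. In these 3 lists 0 members passed the limma threshold over all genes or adjusted over the list alone, with 3, 1 and 2 at an unadjusted p under 0.05. CTSD, CYP51A1, ZMAT3 and GDF15 were chosen after their values had been seen.

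The lists of p53 targets, migration genes, housekeeping genes and mitochondrially encoded genes passed camera without PBS library 3 and not with an estimated correlation, and the mean of the mitochondrially encoded genes went from 0.54 to -0.22. Without PBS library 3, 1 member passed when adjusted over the list alone and 0 over all genes in each of 6 lists with 0 such members otherwise. They included BCL2L11 (FOXO targets) and ACTR2 (migration) with lower values after rhPOSTN. Also among them were S100A4 (fibroblast and pericyte markers), APOE (astrocyte markers) and GDF15 (immunosuppressive mediators) with higher ones. All of these were chosen after their values had been seen. The omitted PBS library 3 was at 0.46 FPKM for BCL2L11, among the rhPOSTN values (0.25 to 1.06). For ACTR2 it was at 74.8 FPKM, also among them (67.5 to 81.2). For APOE it was at 34.2 FPKM, above the highest rhPOSTN value (23.8). For S100A4 it was at 6.59 FPKM, just below the rhPOSTN values (6.65 to 8.11). For GDF15 it was at 23.4 FPKM, between PBS libraries 1 and 2 (18.2 and 19.1) and the rhPOSTN values (25.1 to 30.1). The other lists also missed the camera threshold with all 6 libraries. Adjusted p-values were 0.0577 for S phase genes and for housekeeping genes, 0.158 for cytosolic ribosomal protein genes and for migration and chemotaxis genes, 0.209 for YAP and SRF targets, 0.257 for mitochondrially encoded genes, 0.361 for FOXO targets, 0.510 for fibroblast and pericyte markers, 0.513 for integrins and periostin, 0.656 for immunosuppressive mediators, 0.879 for astrocyte markers, 0.918 for G2 and mitosis genes, 0.991 for AP-1 and immediate early genes and 0.998 for antigen presentation genes. The mean, median and test differed in sign in 7 lists, which were those of AP-1 genes, G2 and mitosis genes, immunosuppressive mediators, integrins, migration genes and both NF-kB lists. Lists of microglia, neuron, T cell, endothelial and glioma stem cell markers had fewer than 5 tested members and were not tested as lists. Of the microglia markers, TREM2 was at 3.36 ± 0.220 and 3.52 ± 0.524 FPKM, CD68 at 12.1 ± 6.51 and 11.6 ± 2.42, CD14 at 1.39 ± 0.689 and 2.10 ± 0.266 and TLR4 at 1.32 ± 0.683 and 1.30 ± 0.313 FPKM after PBS and rhPOSTN (SD, n = 3). The remaining lists had mean FPKM values of SNAP25 at 1.64 and 2.06 and of TUBB3 at 2.21 and 3.998 (neuron; 8.79 in rhPOSTN library 1), IL7R at 21.0 and 18.5 (T cell), TIE1 at 6.58 and 6.55 (endothelial) and CD44 at 23.8 and 23.4 (glioma stem cell). The log2 difference turned without PBS library 3 from 0.10 to -0.43 for CD68, from 0.028 to -0.25 for TLR4, from 0.25 to -0.0038 for SNAP25 and from 0.053 to -0.31 for CD44, and went from 0.41 to 0.64 for CD14, from 0.046 to 0.080 for TREM2, from -0.14 to -0.37 for IL7R and from 0.021 to 0.23 for TIE1. These markers missed the limma threshold and were chosen after their values had been seen.

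PBS library 3 differed from PBS libraries 1 and 2 along GC content, with a median difference of -0.38 on the log2 scale in the 2188 genes with the lowest GC content and 0.40 in the 2188 with the highest. A smooth curve of GC content and transcript length explained 22.9% of the variance of that difference across genes, a share that the bounds set beforehand leave undecided, so a bias of this kind may account for a part of it. Computed in the same way within its group, that share was 18.3% and 14.6% for PBS libraries 1 and 2, whose references hold PBS library 3. It was 9.76%, 15.1% and 6.37% for rhPOSTN libraries 1, 2 and 3, so such a trend is not particular to PBS library 3. As the whole cause a bias of this kind is argued against, because after removal of the curve the highest correlation of PBS library 3 with any library was 0.950, below 0.976, the lowest pair among the other 5. A swap of labels as the whole cause is argued against by the correlations with the rhPOSTN libraries, at most 0.949 against 0.977 for the lowest pair with the values as deposited, and a loss of mitochondrial RNA alone by a mean correlation of 0.936 without the mitochondrially encoded genes. A swap between PBS library 3 and rhPOSTN library 3 beside another cause stays open, as does biology, of which no explanation was tested: in 102 genes in which libraries 1 and 2 of PBS and of rhPOSTN lay at least 0.5 apart on the log2 scale and farther than within either pair, rhPOSTN library 3 lay nearer to the other rhPOSTN libraries in 52.9% (bootstrap over genes 44.1 to 61.8%) and PBS library 3 nearer to the other PBS libraries in 36.3% (26.5 to 44.1%), shares that were 46.4% and 19.0% with a smallest gap of 0.25, 61.9% and 42.9% with a gap of 1, and 56.7% and 43.3% with the curve removed.

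A total of 40 tested genes differed by at least 1 on the log2 scale, 16 higher and 24 lower, and 57.5% of them overlap another gene on the same strand, against 7.06% of the other genes (8.15 times, Fisher's exact p = 1.2e-16). Shifts of reads between overlapping genes in the abundance estimate may therefore underlie a part of the largest differences. At 1 such locus ZBED6 was at 10.9, 12.3 and 1.36 FPKM in the PBS libraries and 0.740, 2.00 and 2.52 in the rhPOSTN libraries, while ZC3H11A, which it overlaps, was at 1.26, 0.730 and 6.56 and at 11.3, 10.7 and 6.64 FPKM. Both partners of that locus count among the 40 genes. The genes are thus not independent, and the p of Fisher's exact test is too small. A large number of annotated transcripts is argued against as a source for the 40 genes as a set, since the median was 3 for these genes and 8 in 10000 random sets matched on mean expression. The genes outside overlaps were not tested apart, and the transcript numbers are not those of the authors' annotation. For those genes this source therefore stays open. For the large differences outside such overlaps a response to rhPOSTN stays open.

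The higher CD70 values after rhPOSTN did not come from PBS library 3 alone. Without it the log2 difference was 0.40, and the lowest rhPOSTN library lay 0.31 above the highest PBS library, where the widest range within a group was 0.097. A trend with GC content and transcript length is argued against as well, since the difference went from 0.60 to 0.66 on removal of the curve, although the spread grew and the unadjusted limma p went from 0.0151 to 0.0554. A response of CD70 to rhPOSTN may therefore remain as a hypothesis, and with 3 libraries against 3 chance stays open. For the count of 2 genes past the threshold, 2 of the 10 splits of the 6 libraries into 3 and 3 called as many, the real one included, with 2 as the highest of the others. So few splits cannot give a share under 0.05. At an unadjusted p under 0.05 the real split gave 353 genes, and the split with PBS libraries 1 and 2 and rhPOSTN library 3 on one side gave 1243, with 0 called after adjustment, which points to a structure of the libraries other than the labelled groups. A swap of the libraries numbered 3 would make that split, although both lay with their own groups in AL132780.3, TIGD1, SPHK1 and CD70, which the labelled comparison itself had singled out. Each library was also compared along GC content with the others of its own group. Spearman correlations across genes were -0.440, -0.424 and 0.485 for PBS libraries 1, 2 and 3. They were -0.028, 0.357 and -0.368 for rhPOSTN libraries 1, 2 and 3. Within a group these values partly mirror each other, because each reference holds the other libraries, and the reference differs between the groups. They therefore cannot place rhPOSTN library 3 beside PBS libraries 1 and 2, as that split does. With the GC and length curve removed, which was tried after these counts had been seen, the real split gave 622 genes and that split 1071, again with 2 and 0 called, and 5 were called in the highest of the others. Removal of the curve thus lowered the count of that split only in part, and what underlies it was not settled.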
